# Integrated mRNA and miRNA profile expression in livers of Jinhua and Landrace pigs

**DOI:** 10.5713/ajas.18.0807

**Published:** 2019-03-07

**Authors:** Minjie Huang, Lixing Chen, Yifei Shen, Jiucheng Chen, Xiaoling Guo, Ningying Xu

**Keywords:** mRNA, miRNA, Liver, Pig, RNA-seq

## Abstract

**Objective:**

To explore the molecular mechanisms of fat metabolism and deposition in pigs, an experiment was conducted to identify hepatic mRNAs and miRNAs expression and determine the potential interaction of them in two phenotypically extreme pig breeds.

**Methods:**

mRNA and miRNA profiling of liver from 70-day Jinhua (JH) and Landrace (LD) pigs were performed using RNA sequencing. Blood samples were taken to detect results of serum biochemistry. Bioinformatics analysis were applied to construct differentially expressed miRNA-mRNA network.

**Results:**

Serum total triiodothyronine and total thyroxine were significantly lower in Jinhua pigs, but the content of serum total cholesterol (TCH) and low-density lipoprotein cholesterol were strikingly higher. A total of 467 differentially expressed genes (DEGs) and 35 differentially expressed miRNAs (DE miRNAs) were identified between JH and LD groups. Gene ontology analysis suggested that DEGs were involved in oxidation-reduction, lipid biosynthetic and lipid metabolism process. Interaction network of DEGs and DE miRNAs were constructed, according to target prediction results.

**Conclusion:**

We generated transcriptome and miRNAome profiles of liver from JH and LD pig breeds which represent distinguishing phenotypes of growth and metabolism. The potential miRNA-mRNA interaction networks may provide a comprehensive understanding in the mechanism of lipid metabolism. These results serve as a basis for further investigation on biological functions of miRNAs in the porcine liver.

## INTRODUCTION

The pig is an important livestock animal and a major meat producer in China. At the same time, pigs are one of the ideal animal models for human medical research, because of high similarity in structure of physiological, anatomical, physiological and biochemical index, food structure and drug metabolism with human [1]. The Jinhua (JH) pig is a famous Chinese indigenous pig breed, being known for its slow growth and high fat deposition [2] and is widely used for ham production. On the contrary, the Landrace (LD) pig represents the fast growing lean type selected for high carcass yield [3]. Therefore, divergent performance makes the two pig breeds ideal comparisons to investigate genetic diversity and molecular mechanisms in the metabolic processes in the liver.

Liver is a critical organ in the metabolism of carbohydrates, fatty acids, amino acids and so on. It undertakes most of the synthesis, decomposition, transformation, excretion and other metabolic processes. MicroRNAs (miRNAs) are important regulators in gene expression which play key roles in biological process such as cell proliferation and differentiation [4], and pathogenesis and disease prevention [5]. The regulation of miR-122 has been associated with lipid metabolism and liver diseases [6,7]. Mir-224-5p directly targets to early growth response 2 (EGR2) and acyl-CoA synthetase long-chain family member (ACSL4), which is a novel negative regulator of adipocyte differentiation through post-transcription regulation of EGR2 during early adipogenesis and regulates fatty acid metabolism at terminal differentiation through ACSL4 [8]. MiR-130 and miR-27 suppress adipogenesis by inhibiting peroxisome proliferator-activated receptor γ (PPARγ) expression [9,10]. Although the regulatory mechanisms of metabolism in other breeds have been studied extensively, the differences between JH and LD pigs remain unreported.

The intention of this study was to characterize and compared the transcriptome profiles and of the liver in two porcine breeds with distinct phenotypes using RNA-seq technology. This study aimed to construct mRNA-miRNA regulatory network related in breedspecific growth and fat deposition.

## MATERIALS AND METHODS

### Ethics statement

The experiment was approved by the Animal Care and Use Committee of Zhejiang University, Zhejiang, China (ZJU 20160346). All procedures complied with the guidelines and the regulations for the Administration of Affairs Concerning Experimental Animals.

### Sample collection and RNA extraction

The liver tissue samples were collected from three uncastrated male JH pigs and three uncastrated male LD pigs respectively at 70-day. The liver samples were immediately frozen in liquid nitrogen and stored at −80°C until RNA extraction. Total RNA was isolated from liver tissue samples using TRIzolTM reagent (Invitrogen, Carlsbad, CA, USA), according to the manufacturer’s protocol. RNA quantity and purity were analyzed with the ND-1000 Nanodrop (Thermo Fisher, Wilmington, DE, USA). The criteria used to select the RNA for following analysis were A260/A280≥1.8, A260/A230≥2.0 and RNA integrity number >7.0.

### Serum biochemical parameters assays

The blood samples were collected from the precaval vein of each animal, kept at 37°C for 2 h, and then centrifuged at 4°C for 10 min (3,000×g). Serum glucose, triglyceride (TG), total triiodothyronine (TT3), total thyroxine (TT4), serum total cholesterol (TCH), high density lipoprotein cholesterol, low density lipoprotein cholesterol (LDLC) were determined by Affiliated Hospital of Hangzhou Normal University.

### Small RNA sequencing and data analysis

Approximately 1 μg RNA of total RNA were used to prepare a small RNA library according to instructions of NEBNext Multiplex Small RNA Library Prep Set for Illumina (Illumina, San Diego, CA, USA). The purified library products were evaluated using the Agilent 2200 TapeStation and diluted to 10 pM for cluster generation *in situ* on the HiSeq2500 single-end flow cell followed by sequencing (1×50 bp) on HiSeq 2500. After removing adapter sequences, reads containing poly-N and low quality reads, all clean reads were mapped to Rfam12.1 (rfam.xfam.org), pirnabank (pirnabank.ibab.ac.in), miRBase 21 (www.miRBase.org) and Mireap to annotate rRNA, tRNA, snRNA, snoRNA, piRNA, mature miRNAs and porcine novel miRNA. The miRNA expression levels were calculated by reads per million (RPM) values (RPM = [number of reads mapping to miRNA/number of reads in Clean data]×10^6^). Differential expression analysis between two breeds was determined by edger v3.10.0 and |log2 (fold change)| >1 and p<0.05 were set as the threshold for significance. Small RNA-seq data have been deposited in the gene expression omnibus (GEO) database and are available through the series accession numbers GSE124484.

### RNA sequencing and data analysis

Approximately 1 μg RNA per sample were used to construct the complementary (cDNA) library with NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) according to the manufacturer’s instructions. After cluster generation using TruSeq Rapid SR Cluster Kit V2 (Illumina, USA), six libraries were sequenced on Illumina Hiseq 2500 platform and 50 bp single reads were generated. After filtering out adaptor sequences and removing low quality reads from raw data, the clean reads were aligned to the reference genome (*Sus scrofa* 10.2) using Tophat v2.0.13. Gene expression level was calculated by reads per kilobase per million reads (RPKM) and the numbers of reads mapped to each gene were counted by gfold v1.1.2. DEGSeq R package (1.18.0) was applied to determine differentially expressed genes (DEGs) and |log2 (fold change)| >1 and q<0.05 were set as the threshold for significance. RNA-seq data have been deposited in the GEO database and are available through the series accession numbers GSE124484.

### Real-time quantitative polymerase chain reaction validation of miRNA and mRNA

Real-time polymerase chain reaction (PCR) was performed on an ABI Step One Plus system (Applied Biosystem, Carlsbad, CA, USA) using SYBR Premix Ex Taq kit (TaKaRa, Dalian, China) with specific primers (Supplementary Table S1). Glyceraldehyde3phosphate dehydrogenase and met-tRNA were chosen as a control of mRNA and miRNA, respectively. Three biological replicates were used for each of the miRNAs and mRNAs. The method of 2^−ΔΔCt^ was used to calculate fold changes of miRNA and mRNA expression.

### Bioinformatics analysis

Gene ontology (GO) enrichment and Kyoto encyclopedia of genes and genomes (KEGG) pathway analysis for significantly differential expression were performed using the KO-Based Annotation System (KOBAS) v2.0, considering with corrected p-value <0.05 as significantly enriched. Potential targets of differentially expressed miRNAs (DE miRNAs) were predicted by PITA (http://genie.weizmann.ac.il/pubs/mir07/mir07_dyn_data.html), TargetScan (http://www.targetscan.org/) and miRanda algorithms (http://www.microrna.org/).

## RESULTS

### Metabolic characteristics of the two porcine breeds

As shown in Table 1, body weight and liver weight of LD pigs were significantly higher than those in JH pigs (p<0.05), however the liver index remained unchanged (p>0.05). The levels of TT4 and TT3 were significantly higher in LD pigs (p<0.05). Serum TCH and LDLC in Jinhua pigs were significantly higher than those in LD pigs (p<0.05), while high density lipoprotein showed no difference between two breeds. Serum glucose and serum TG did not differ between the two pig breeds, while serum insulin levels were significantly low in Jinhua pigs.

### Hepatic miRNA expression patterns of two breeds

After filtering low-quality reads and adaptor sequences, more than 98.96% of clean reads were mapped to reference genome, and more than 79.4% of mappable reads that aligned to unique miRNAs in miRbase (Supplementary Table S2). 

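Small RNA of the liver was sequenced from 3 JH and 3 LD pigs, uncastrated males of 70 days of age, in 1 library per pig. The authors deposited an RPM value, the reads of a miRNA scaled to the clean reads of its library, for each of 411 mature miRNAs in each library. In each library the values tested, between 182 and 192 per library, were all whole multiples of 1 step, and this step gave the number of clean reads behind them. The clean reads ranged from 10672375 to 13932322 per library, with a median of 12199149 in JH and 13341029 in LD. The listed miRNAs took up between 71.4% and 82.1% of the clean reads. A single read was worth between 0.0718 and 0.0937 RPM. No value above 0 stood for fewer than 10 reads, so a listed 0 can hide up to 9 reads. Values above 0 were found for 266 miRNAs in at least 1 library and for 226 miRNAs in all 6 libraries. Expression was compared between the breeds with limma, with a trend of the variance on the mean, on log2(RPM + 0.5) for the 241 miRNAs with an RPM of at least 1 in at least 3 libraries. Among these 241 names there were 237 distinct profiles, since some names are listed with identical values. The fold changes are on this scale, which understates the change of low miRNAs. DE miRNAs were called at the threshold the paper gives for unadjusted p and fold change. Exact permutation tests of single miRNAs were two-sided, and with 3 pigs against 3 their p cannot fall below 0.1.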

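The share of the miRNA reads taken by ssc-miR-148a-3p was 33.3% ± 6.75 (SD, n = 3) in JH and 24.3% ± 3.81 (SD, n = 3) in LD. The share of ssc-miR-122 was 25.9% ± 9.78 (SD, n = 3) in JH and 25.6% ± 4.46 (SD, n = 3) in LD, and ssc-miR-122 ranked above ssc-miR-148a-3p in LD. Next in the mean over the 6 libraries came ssc-miR-192 with 9.95% of the miRNA reads, ssc-miR-143-3p with 3.51%, ssc-miR-101 with 3.17%, ssc-miR-26a with 2.96%, ssc-miR-21 with 2.78%, ssc-let-7f with 2.63% and ssc-let-7g with 2.14%. The same 9 miRNAs held the ranks 1 to 9 by the mean over all libraries, by the mean within each breed and by the median. None of the 9 passed the threshold between the breeds. The largest change among them was that of ssc-miR-143-3p, with a log2 fold change of LD over JH of 0.72 (standard error 0.26, adjusted p = 0.0918 from limma with Benjamini-Hochberg adjustment). With the replicate number as a block its adjusted p was 0.0425.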

The highest expressed miRNAs by deep sequencing were ssc-mir-148a-3p, ssc-mir-122, ssc-mir-192, ssc-mir-101, ssc-mir-26a, ssc-mir-143-3p, ssc-mir-21, ssc-let-7f and ssc-let-7g in two pig breeds. 

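The limma test called 30 of the 241 miRNAs at the unadjusted threshold, and 72 miRNAs passed the p limit without the fold change limit. With Benjamini-Hochberg adjustment in place of the unadjusted p, 23 miRNAs were called. The number of calls moved most with the pseudocount, since a pseudocount of 5 in place of 0.5 left 14 DE miRNAs. With the replicate number as a block in the same model, 29 miRNAs were called, and the miRNAs at an unadjusted p under 0.05 went from 72 to 63. The deviations of same-numbered JH and LD libraries from their breed means correlated across miRNAs with a mean r of -0.16, the lowest of the 6 ways to pair the JH with the LD libraries. In the fits that each left out 1 library, between 28 and 38 miRNAs were called.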

We identified 35 DE miRNAs (p<0.05) in JH and LD pigs (Supplementary Figure S1, Supplementary Table S3). 

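Of the 30 DE miRNAs, 25 were higher in LD and 5 were higher in JH. After adjustment, 21 of the DE miRNAs higher in LD and 2 of those higher in JH remained. The 3 values of one breed lay apart from the 3 values of the other in 24 of the 25 miRNAs higher in LD and in 3 of the 5 higher in JH. The median log2 fold change of LD over JH across all tested miRNAs was 0.30, so the distribution as a whole was shifted towards LD. With each library shifted to the same median, a scaling added after the values were seen that removes an overall shift of any cause, 10 DE miRNAs were higher in LD and 10 were higher in JH. Under quantile normalization 12 DE miRNAs were higher in LD and 8 were higher in JH.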

Compared to JH, LD demonstrated 27 up-regulated and 8 down-regulated miRNAs by calculating the log2 ratio with |log2 (fold change)| >1 and p<0.05. 

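The expression of ssc-miR-199b-3p was 8020 ± 916 (SD, n = 3) RPM in LD and 3622 ± 1002 (SD, n = 3) RPM in JH, with a log2 fold change of LD over JH of 1.18 (standard error 0.24, adjusted p = 0.0123 from limma with Benjamini-Hochberg adjustment). Its mean over the 6 libraries was the highest of the DE miRNAs higher in LD. The expression of ssc-miR-425-3p was 63.4 ± 6.63 (SD, n = 3) RPM in LD and 130 ± 101 (SD, n = 3) RPM in JH. The difference was smaller than the spread between the JH pigs, which ranged from 41.6 to 241 RPM, and the log2 fold change of -0.70 (standard error 0.49) did not pass the threshold (adjusted p = 0.377 from limma with Benjamini-Hochberg adjustment). Among the miRNAs called higher in JH, the highest was ssc-miR-29b with 35.8 ± 10.7 (SD, n = 3) RPM in JH and 12.2 ± 2.12 (SD, n = 3) RPM in LD.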

Among the up-regulated miRNAs, ssc-miR-199b-3p has the highest expression level, while in the down-regulated miRNAs, ssc-miR-425-3p has the highest expression level. 

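The largest change among all DE miRNAs was that of ssc-miR-204, with 1295 ± 120 (SD, n = 3) RPM in LD and 143 ± 28.8 (SD, n = 3) RPM in JH and a log2 fold change of LD over JH of 3.19 (standard error 0.23, adjusted p = 8.4e-06 from limma with Benjamini-Hochberg adjustment). With each library left out in turn, this fold change stayed between 3.04 and 3.33. The expression of ssc-miR-145-5p was 2009 ± 346 (SD, n = 3) RPM in LD and 906 ± 152 (SD, n = 3) RPM in JH, a log2 fold change of 1.15 (standard error 0.23, adjusted p = 0.0118). That of ssc-miR-199a-3p was 7845 ± 1019 (SD, n = 3) RPM in LD and 3665 ± 964 (SD, n = 3) RPM in JH, a log2 fold change of 1.12 (standard error 0.24, adjusted p = 0.0134). Under quantile normalization the fold changes of ssc-miR-145-5p and ssc-miR-199a-3p fell short of the limit, with log2 values of 0.68 and 0.60. All 3 LD values lay above all 3 JH values for each of these miRNAs (exact permutation p = 0.1).

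**Figure D1:**
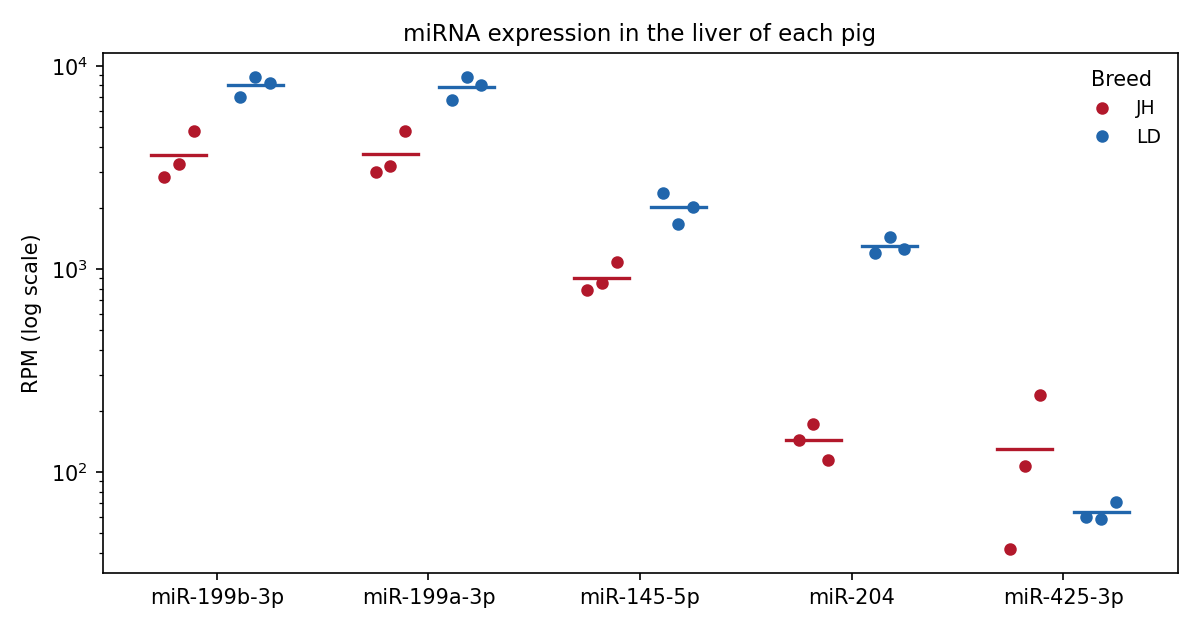
RPM on a log scale of 5 miRNAs in the liver of the 3 JH and 3 LD pigs, with 1 point per pig and a line at the mean of each breed. The LD points lie above the JH points for the miRNAs called higher in LD, while the 3 JH points of ssc-miR-425-3p lie on both sides of the LD points.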

Some of the abundant miRNAs such as ssc-miR-204, ssc-miR-145-5p, ssc-miR-199b3p, ssc-miR-199a-3p were differentially expressed (p<0.01) between the two breeds.

### Hepatic mRNA expression patterns of two breeds in porcine liver tissue

A total of six libraries JH1, JH2, JH3, LD1, LD2, and LD3 were constructed to identify the mRNA expression profiles in JH and LD pigs. 

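The authors aligned the reads and deposited an RPKM value for each of 31694 genes in each of the 6 mRNA libraries, which came from the liver of 3 JH and 3 LD pigs of 70 days of age. In low genes these values are whole multiples of what 1 read is worth for a gene of that length, and whole reads were recovered for 17922 of the 19614 genes with a value above 0 (91.4%). Of all values above 0, those of unresolved genes included, 96.3% came out whole. Expression was compared between the breeds with limma, with a trend of the variance on the mean, on log2(RPKM + 0.1). The test covered the 12993 genes with an RPKM of at least 0.5 in at least 3 libraries. Fold changes on this scale understate the change of low genes. DEGs were called at a Benjamini-Hochberg adjusted p and a fold change limit as in the methods of the paper, with limma in place of DEGseq. The files give gene symbols and no coordinates, and 24 of their identifiers are dates in place of symbols.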

As shown in Supplementary Table S4, 10575778, 13534880, 14418516, 12510741, 14427239, 14176304 raw reads were found in the six libraries. After removing low-quality reads and adaptor sequences, 10336505, 13257423, 14152632, 12279562, 14087098, 13845560 clean reads were retained for further analysis, respectively. 

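The number of reads that the deposited RPKM values were divided by was recovered from the values of low genes. It was 5744908 in JH1, 7757535 in JH2, 7736802 in JH3, 7100535 in LD1, 7894138 in LD2 and 7914515 in LD3, with a median of 7736802 in JH and 7894138 in LD. These totals were between 54.7% and 58.5% of the clean reads stated by the paper, which does not say which reads its RPKM were divided by. Between 24.1% and 36.8% of them belonged to genes whose reads were not resolved, among them the most abundant genes. The RPKM of the ribosomal RNA gene RN18S ranged from 1570 in JH2 to 62257 in JH3.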

More than 86% of clean reads were mapped to the reference genome (*Sus scrofa* 10.2). In addition, 82.08%, 87.32%, 81.28%, 83.30%, 82.18%, and 80.98% of clean reads were mapped to the exonic region (Supplementary Table S4). In total, 16,051 genes were found to be expressed in the liver of two pig breeds which calculated by RPKM and counted by gfold v1.1.2.

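An RPKM above 0 in at least 1 of the 6 libraries was found for 19614 genes. This number depended on the rule, and 17247 genes were above 0 in at least 1 library of each breed, 13911 in all 6 libraries, and 11341 genes had an RPKM of at least 1 in at least 3 libraries. In single libraries between 16080 and 17078 genes were above 0.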

Differentially-expressed genes in the liver tissues of LD (control group) and JH pig breeds were acquired by DEGseq. There were 172 genes significantly upregulated by comparing the JH samples with the LD samples, whereas 295 genes were significantly down regulated (|log2(fold change)| >1 and q<0.05). 

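The limma test called 310 of the 12993 genes as DEGs, 133 higher in JH and 177 lower in JH. At an unadjusted p under 0.05, 2321 genes differed. In every DEG the 3 values of JH lay apart from the 3 values of LD. The number of DEGs moved most with a MARS test on pooled recovered reads, added after the values were seen, which gave 2201 genes. Taking genes by the ratio of the mean RPKM of the breeds with no test gave 1714 genes. Quantile normalization gave 398 DEGs, 176 higher and 222 lower in JH. With the replicate number as a block in the same model, 253 genes were called, 114 higher and 139 lower in JH, and 200 of them were among the 310. The block lowered the number of calls but raised the number of genes at an unadjusted p under 0.05 from 2321 to 2958. The deviations of same-numbered JH and LD libraries from their breed means correlated across genes with a mean r of 0.07, and 2 of the 6 ways to pair the JH with the LD libraries gave a mean r at least as high. In the fits that each left out 1 library, the number of DEGs ranged from 79 to 406. The largest decrease in JH was that of SERPINA11, with 0.034 ± 0.059 (SD, n = 3) RPKM in JH and 41.5 ± 13.4 (SD, n = 3) RPKM in LD and a log2 fold change of JH over LD of -8.31 (standard error 0.38, adjusted p = 3.2e-05 from limma with Benjamini-Hochberg adjustment). It was followed by LOC102163638 with a log2 fold change of -7.00, UGT2B31 with -6.51, LOC100622227 with -6.22 and LOC100628173 with -5.64. SERPINA11, UGT2B31, LOC102163638, LOC100622227 and LOC100628173 stayed DEGs with each library left out in turn. UGT2B31 belongs to a multigene family whose members can share reads, so its change is uncertain.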

The volcano map displayed DEGs (Supplementary Figure S2) significantly differentially expressed in the two breeds.

### Combined expression analysis of differentially expressed genes and miRNAs

In this study, the target genes were predicted by PITA, TargetScan and miRanda algorithms. The 8 down-regulated and 27 up-regulated miRNAs (p<0.05) were associated with 881 gene targets. Among 881 genes targeted by significantly DE miRNAs, 705 were expressed in the two pig breeds. For the two breeds, there were 28 DEGs (|log2 (fold change)| >1 and q<0.05) regulated by 25 DE miRNAs. 

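The network drawn in Figure 1 joins 16 miRNAs and 18 genes by 35 lines. Both partners could be tested in 16 of the 35 pairs. Of the drawn miRNAs 7 were not tested, since they were listed at 0 in 4 of the 6 libraries. Among the 16 pairs, the miRNA and the gene changed in opposite directions in 10 and in the same direction in 6. When the fold changes were reassigned at random among the genes of the network, 7.22 opposite pairs were found on average, and the excess was within what this reassignment gives (two-sided permutation test over 100000 reassignments, p = 0.165). Both partners passed their thresholds in 14 pairs, of which 9 had opposite changes. With no filter on low miRNA values 34 pairs could be tested, of which 20 (58.8%) had opposite changes and 14 had changes in the same direction, against 62.5% opposite among the 16. The genes AKAP2, ATP9A, SPARC, ACSS2, GALP and LOC100514231 were DEGs with log2 fold changes of JH over LD of -1.38, 1.77, -1.91, -1.81, -2.95 and -2.41. Of these 6 genes, AKAP2 and ATP9A were no longer called with the replicate block, with adjusted p of 0.0542 and 0.0555 from limma. Of the 6 fits that each left out 1 library, LOC100514231 was called in 6, SPARC in 5 and GALP in 4. AKAP2 and ACSS2 were called in 1 of these fits and ATP9A in none.

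**Figure D2:**
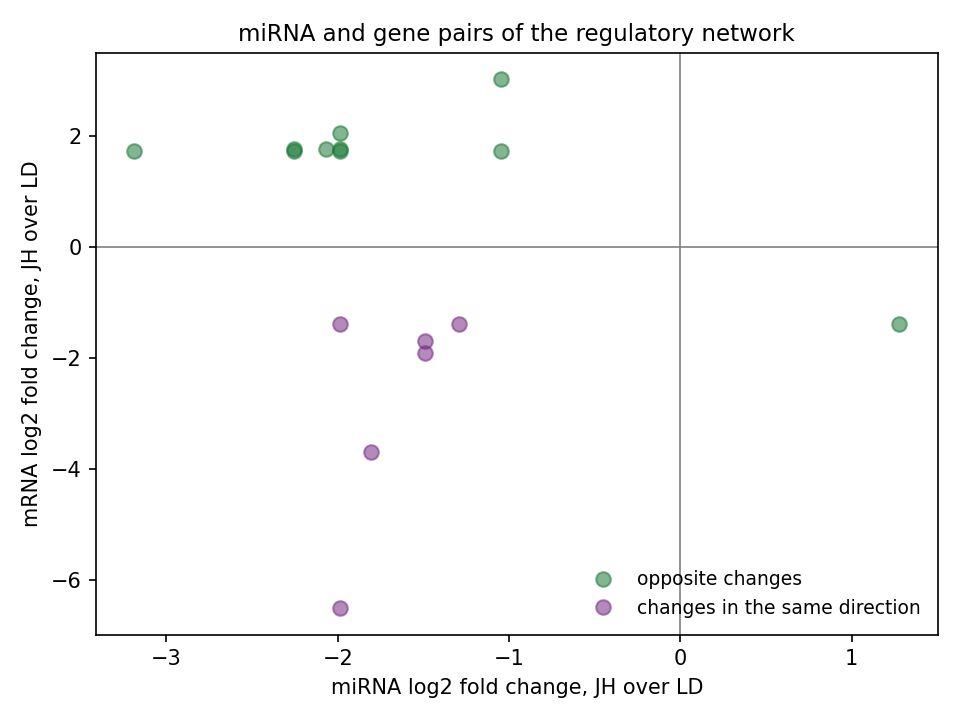
Log2 fold changes of JH over LD of the miRNA and of the gene for the 16 testable pairs of the network, with 1 point per pair, where points with close values overlap. The 10 pairs with opposite changes lie in the upper left and lower right fields and the 6 pairs with changes in the same direction in the lower left.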

The potential regulation network of DE miRNAs and DEGs is shown in Figure 1.

### Functional enrichment of differentially expressed genes

The GO enrichment analysis was applied to the DEGs to explore the biological function between two pig breeds (Figure 2A). The enriched GO targets were mainly associated with oxidation-reduction, lipid biosynthetic and lipid metabolic process. 

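Sets of genes listed in advance were compared between the breeds with limma's camera test, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 8 sets. Of 11 fatty acid synthesis genes 10 were lower in JH, with a mean log2 fold change of -1.54 (adjusted p = 7.1e-05 from limma's camera). Of 19 cholesterol synthesis genes 18 were lower in JH, with a mean log2 fold change of -1.06 (adjusted p = 6.9e-08 from limma's camera). With the inter-gene correlation estimated from the data, neither set passed, with an adjusted p of 0.105 for fatty acid synthesis and 0.188 for cholesterol synthesis. The mean z-scores of both sets were lower in every JH pig than in every LD pig (exact permutation test, two-sided, p = 0.1, the smallest p that 3 pigs against 3 allow).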

The DEGs were classified according to KEGG function annotations to identify the pathways (Figure 2B). The involved pathways included: metabolic pathways, fatty acid metabolism, PPAR signaling pathway, fat digestion and absorption and protein digestion and absorption.

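Gene families that belong to terms listed in Figure 2 were compared with the other tested genes that have a gene symbol. The terms of Figure 2 came from DEGs of these same libraries. The tests below therefore describe the families and are not independent evidence for them. Of the 23 tested CYP and UGT genes, symbols starting with CYP1 to CYP4, UGT1 or UGT2, 6 were DEGs (1 higher and 5 lower in JH), against 194 of the 9292 other genes (odds ratio 16.6, Fisher's exact test, two-sided, p = 6.8e-06). Of the 18 tested genes with symbols starting with COL, a number and A, 5 were DEGs, all lower in JH, against 195 of 9297 other genes (odds ratio 17.95, Fisher's exact test, two-sided, p = 3.0e-05). One of the 18, COL4A3BP, is not a collagen gene, and without it 5 of 17 were DEGs (odds ratio 19.45, Fisher's exact test, two-sided, p = 2.2e-05), a count added after the results were seen. All 18 had a log2 fold change below 0, and 17 of the 18 did under quantile normalization. The collagen result depended on single libraries, with p = 0.0853 without LD replicate 1 and p = 0.12 without LD replicate 2 in the same Fisher's exact test. Neighbouring CYP and UGT genes can share reads, so their calls are not fully independent. Fisher's exact test counts each gene as independent in both families, so its p does not measure the spread between pigs.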

### Quantitative real-time polymerase chain reaction validation for miRNAs and mRNAs

To validate reliability of RNA-seq results, six DE miRNAs and six mRNAs (miR-204, miR-34a, miR-182, miR-184, miR-145-5p, miR-199a-3p, cytochrome P450, family 2, subfamily R, polypeptide 1 (CYP2R1), 2′-deoxynucleoside 5′-phosphate N-hydrolase 1, GLI family zinc finger 1 (GLi1), fucosyltransferase 1, TMF1 regulated nuclear protein 1, proline rich acidic protein 1 were randomly selected and subjected to quantitative real-time polymerase chain reaction (qRT-PCR) (Figure 3). The results indicated that the DE miRNAs and mRNAs with RNA-seq were reliable. 

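In the small RNA libraries ssc-miR-34a was at 51.1 ± 11.4 (SD, n = 3) RPM in LD and 6.46 ± 2.21 (SD, n = 3) RPM in JH, a log2 fold change of LD over JH of 2.92 (standard error 0.28, adjusted p = 7.4e-05 from limma with Benjamini-Hochberg adjustment). The log2 fold change was 1.65 (standard error 0.31, adjusted p = 0.00839) for ssc-miR-182 and -2.32 (standard error 0.60, adjusted p = 0.0278) for ssc-miR-184. In the mRNA libraries GLI1 was at 10.9 ± 3.195 (SD, n = 3) RPKM in JH and 1.29 ± 0.55 (SD, n = 3) RPKM in LD, a log2 fold change of JH over LD of 3.03 (standard error 0.38, adjusted p = 0.00665). The log2 fold change was 2.38 for DNPH1, 1.84 for FUT1, 2.58 for TRNP1 and 4.29 for PRAP1, with adjusted p between 0.0301 and 0.0442 from limma. GLI1 was called in all 6 fits that left out 1 library, DNPH1 in 3, PRAP1 in 2, and FUT1 and TRNP1 in 1. With the replicate block TRNP1 and PRAP1 were not called, with adjusted p of 0.0772 and 0.0547.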

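The expression of CYP2R1 was 3.34 ± 0.62 (SD, n = 3) RPKM in JH and 1.22 ± 0.23 (SD, n = 3) RPKM in LD. These values rest on 43 to 61 recovered reads per JH library and 17 to 22 per LD library. The log2 fold change of JH over LD was 1.38 (standard error 0.30, adjusted p = 0.0480 from limma with Benjamini-Hochberg adjustment). With the replicate number as a block the adjusted p was 0.056, and CYP2R1 was called in 1 of the 6 fits that each left out 1 library. GAPDH, the mRNA control of the paper's qRT-PCR, was itself a DEG. It was at 1167 ± 271 RPKM in JH and 436 ± 103 RPKM in LD (SD, n = 3). Its log2 fold change was 1.42 (standard error 0.29, adjusted p = 0.0431 from limma). A control higher in JH would lower the JH over LD ratio of every mRNA set against it. The qRT-PCR values were not analysed here, so this was not tested.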

As shown in Figure 3, CYP2R1 didn’t show consistent expression between RNA-seq data and qRT-PCR data. It was probably caused by physiological differences between samples or sensitivity of different methods.

## DISCUSSION

The liver is important to vertebrates and some other animals as it plays a major role in carbohydrate, protein, amino acid and lipid metabolism [11]. In this study, significant differences in physiological and biochemical traits were observed between growing LD and JH pigs. The body weight and liver weight indicated discrepancy between cell proliferation and differentiation in two breeds. The levels of serum TT3 and TT4 were significantly higher in LD pigs, which was in agreement with study of Jinhua pigs and Yorkshire pigs [12]. TT3 and TT4 play a role in accelerating the decomposition of fat in adipose tissue and increase the content of free fatty acids in blood [13] which also enhance the function of growth hormone to activate the adenylate cyclase in order to increase steatolysis through cAMP-protein kinase system [14]. The results showed that the content of serum TCH and LDLC were strikingly higher in Jinhua pigs which indicated higher rate of cholesterol metabolism. What’s more, leptin produced by adipose tissue participates in the metabolism of lipid in the liver which influences the synthesis of phosphoenolpyruvate carboxylase and gluconeogenesis in order to restrict the synthesis of TG and to enhance the sensitivity of insulin to the liver [15]. We identified 467 DEGs between JH and LD pig breeds. Various of them were associated with lipid metabolic and biosynthetic processes (Figure 2A). There were 6 DEGs involved in PPAR signal pathway through KEGG pathway analysis. 

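The expression of acyl-CoA dehydrogenase long chain (ACADL) was 63.5 ± 8.10 (SD, n = 3) RPKM in JH and 29.1 ± 4.07 (SD, n = 3) RPKM in LD, a log2 fold change of JH over LD of 1.13 (standard error 0.23, adjusted p = 0.0445 from limma with Benjamini-Hochberg adjustment). That of solute carrier family 27 member 4 (SLC27A4) was 19.3 ± 4.19 (SD, n = 3) RPKM in JH and 6.71 ± 2.61 (SD, n = 3) RPKM in LD, a log2 fold change of 1.57 (standard error 0.34, adjusted p = 0.048). Every JH value of both genes was above every LD value. ACADL was called in none of the 6 fits that each left out 1 library and SLC27A4 in 1, while their log2 fold changes stayed between 1.03 and 1.24 and between 1.24 and 1.83.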

Among them, acyl-CoA dehydrogenase long chain and solute carrier family 27 member 4 had higher expression in JH liver which were essential for oxidizing unsaturated fatty acids [16] and transporting fatty acids across the membrane [17]. The higher expression of apolipo protein A4 indicated antioxidant properties and reducing LDLC peroxidation [18], which may respond to serum LDLC increased significantly in JH pigs. 

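The expression of apolipoprotein A4 (APOA4) was 3154 ± 3121 (SD, n = 3) RPKM in JH and 8.60 ± 9.57 (SD, n = 3) RPKM in LD. Its log2 fold change of JH over LD was 8.57 (standard error 0.84, adjusted p = 0.00203 from limma with Benjamini-Hochberg adjustment), the largest of all DEGs higher in JH, and between 7.77 and 9.45 with each library left out in turn. The JH pigs differed from one another, with 6705 RPKM in JH1, 1911 RPKM in JH2 and 846 RPKM in JH3, but the lowest of them was far above the highest LD value of 19.6 RPKM. The paper proposes that APOA4 responds to the higher serum LDLC of JH pigs.

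**Figure D3:**
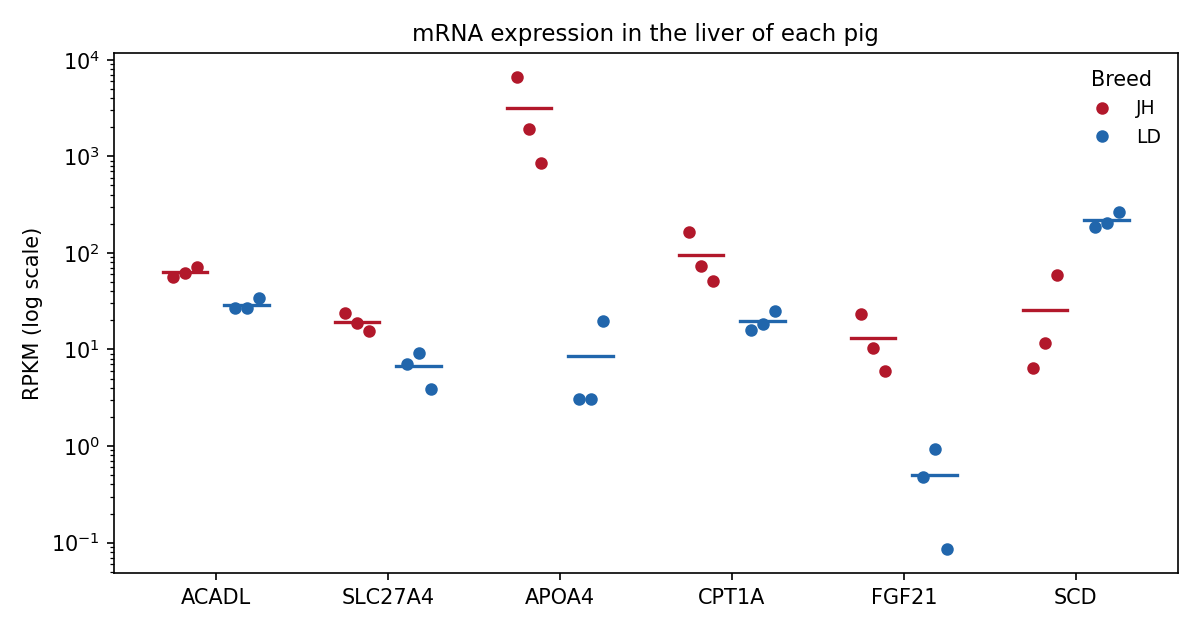
RPKM on a log scale of 6 genes of lipid metabolism in the liver of the 3 JH and 3 LD pigs, with 1 point per pig and a line at the mean of each breed. The JH points of ACADL, SLC27A4, APOA4, CPT1A and FGF21 lie above the LD points, and those of SCD lie below them.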

Differences in biochemical performances and gene expression profiles showed the comprehensive scope of the liver metabolism processes varied between the two breeds.

MiRNAs play important roles in the post-transcription regulation which is involved in various developmental and physiological processes [19]. In our study we found out that several DE miRNAs were related to fat metabolism. 

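The expression of ssc-miR-374b-5p was 307 ± 40.6 (SD, n = 3) RPM in LD and 150 ± 37.5 (SD, n = 3) RPM in JH, a log2 fold change of LD over JH of 1.05 (standard error 0.24, adjusted p = 0.017 from limma with Benjamini-Hochberg adjustment). The 3p strand, ssc-miR-374b-3p, was at 9.11 ± 2.49 (SD, n = 3) RPM in LD and 4.18 ± 1.41 (SD, n = 3) RPM in JH, a log2 fold change of 1.05 (standard error 0.31, adjusted p = 0.0462). Both fold changes were close to the limit, and the strands were called in 4 and 3 of the 6 fits that each left out 1 library. The gene of CCAAT enhancer binding protein beta (CEBPB) was listed at 0 RPKM in all 6 mRNA libraries, so its expression could not be compared.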

Among them, miR-374b directly targets CCAAT enhancer binding protein beta which is an important liver transcription factor involved in the effect of maternal dietary protein on offspring lipid metabolism in Meishan pigs [20]. MiR-370 can control expression of miR-122 and carnitine palmitoyltransferase 1A and then affects lipid metabolism [21]. 

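The expression of ssc-miR-370 was 8.26 ± 2.35 (SD, n = 3) RPM in LD and 1.84 ± 1.13 (SD, n = 3) RPM in JH, which rests on 73 to 145 reads per LD library and 10 to 37 reads per JH library. Its log2 fold change of LD over JH was 1.99 (standard error 0.40, adjusted p = 0.0112 from limma with Benjamini-Hochberg adjustment). The log2 fold change of ssc-miR-122 was -0.01 (standard error 0.24), within the spread between pigs. Carnitine palmitoyltransferase 1A (CPT1A) was at 96.3 ± 60.6 (SD, n = 3) RPKM in JH and 19.7 ± 4.98 (SD, n = 3) RPKM in LD, a log2 fold change of JH over LD of 2.13 (standard error 0.41, adjusted p = 0.037). CPT1A was not called with the replicate block (adjusted p = 0.0633 from limma), and it was called in 1 of the 6 fits that each left out 1 library.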

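The gene of ATP binding cassette subfamily A member 1 (ABCA1) was at 6.70 ± 2.46 (SD, n = 3) RPKM in JH and 11.9 ± 0.18 (SD, n = 3) RPKM in LD. Its log2 fold change of JH over LD was -0.90 (standard error 0.31) and it did not pass the threshold (adjusted p = 0.182 from limma with Benjamini-Hochberg adjustment), although every JH value was below every LD value. ABCA1 and ssc-miR-145-5p were both lower in JH.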

Inhibition of miR-145 which was abundant expressed in LD pigs regulates ATP binding cassette subfamily A member 1 expression and promotes high-density lipoprotein biogenesis in the liver [22]. 

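Fibroblast growth factor 21 (FGF21) was at 13.1 ± 8.93 (SD, n = 3) RPKM in JH and 0.50 ± 0.43 (SD, n = 3) RPKM in LD, a log2 fold change of JH over LD of 4.56 (standard error 0.66, adjusted p = 0.0117 from limma with Benjamini-Hochberg adjustment). It was called in 5 of the 6 fits that each left out 1 library. Sirtuin 1 (SIRT1) was at 2.99 ± 0.52 (SD, n = 3) RPKM in JH and 2.83 ± 0.39 (SD, n = 3) RPKM in LD, and its log2 fold change of 0.07 (standard error 0.27, adjusted p = 0.914) was within the spread between pigs. The change of ssc-miR-34a was opposite in direction to that of FGF21.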

MiR-34a acts an inhibitor of beige and brown fat formation by suppressing adipocyte fibroblast growth factor 21 signaling and sirtuin 1 function [23] and our observations indicated that miR-34a was up-regulated in the LD group.

MiRNA-mRNA co-regulatory networks have provided a comprehensive result for understanding the mechanism of lipid metabolism. In the present study, despite the fact that the differences in growth and fat deposition are significant between the two pig breeds, there are still no effective networks research on it. After filtering the target genes predicted by bioinformatics software which differentially expressed in the two pig breeds, miRNA-mRNA potential networks were constructed for more understanding. As shown in the regulatory network (Figure 1), MiR-204 which was down-regulated in JH pigs was reported to be up-regulated during adipogenesis of human bone marrow stem cells and favors adipogenesis when overexpressed [24]. ELL associated factor 1 (EAF1), the predicted target of miR-204 which is expressed higher in JH pigs, negatively regulates canonical Wnt/β-catenin signaling [25] involved in porcine adipose tissue development [26]. 

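EAF1 was at 46.5 ± 13.0 (SD, n = 3) RPKM in JH and 13.5 ± 1.09 (SD, n = 3) RPKM in LD, a log2 fold change of JH over LD of 1.74 (standard error 0.26, adjusted p = 0.0135 from limma with Benjamini-Hochberg adjustment). It was called in 4 of the 6 fits that each left out 1 library and with the replicate block (adjusted p = 0.0305). In Figure 1, EAF1 is also joined to ssc-miR-370, ssc-miR-374b-3p and ssc-miR-6782-3p, and all 4 joined miRNAs were called higher in LD. The log2 fold change of LD over JH of ssc-miR-6782-3p was 2.26 (standard error 0.67, adjusted p = 0.0493). The paper relates EAF1, as the predicted target of miR-204, to adipose tissue development through its role in Wnt/β-catenin signaling.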

The GLi1 is a transcription factor of the Hedgehog (Hh) signaling pathway which inhibits fat accumulation in drosophila and mammalian models [27]. Acetyl-CoA carboxylase beta plays an important role in fatty acids oxidation [28]. 

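Acetyl-CoA carboxylase beta (ACACB) was at 0.53 ± 0.10 (SD, n = 3) RPKM in JH and 0.054 ± 0.041 (SD, n = 3) RPKM in LD. These values rest on 28 to 38 recovered reads per JH library and 2 to 7 per LD library. ACACB did not reach an RPKM of 0.5 in 3 libraries and was left out of the test, although its 3 JH values were all above its 3 LD values (exact permutation test, two-sided, p = 0.1). Its partner in Figure 1, ssc-miR-1271, was listed at 0 RPM in 4 of the 6 libraries and was not tested.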

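The expression of SCD was 25.8 ± 29.1 (SD, n = 3) RPKM in JH and 219 ± 43.1 (SD, n = 3) RPKM in LD, a log2 fold change of JH over LD of -3.70 (standard error 0.67, adjusted p = 0.0301 from limma with Benjamini-Hochberg adjustment). The JH pigs ranged from 6.48 to 59.3 RPKM and the LD pigs from 185 to 267 RPKM. SCD was called in 2 of the 6 fits that each left out 1 library.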

What’s more, stearoyl-CoA desaturase (SCD) is related to intramuscular fat deposition through synthesis and desaturation of fatty acids in pigs [29]. 

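The expression of ssc-miR-429 was 10.1 ± 2.33 (SD, n = 3) RPM in LD and 2.51 ± 0.57 (SD, n = 3) RPM in JH, a log2 fold change of LD over JH of 1.80 (standard error 0.29, adjusted p = 0.00436 from limma with Benjamini-Hochberg adjustment). It was called in all 6 fits that each left out 1 library. In these libraries ssc-miR-429 and SCD changed in the same direction, both lower in JH. Of the other miRNAs joined to SCD in Figure 1, ssc-miR-652 was listed at 0 RPM in all JH libraries and ssc-miR-9820-5p in all LD libraries, and neither was tested.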

MiR-429 which interacted with SCD in our prediction is upregulated during adipogenic differentiation in mouse ST2 mesenchymal stem cells [30]. In our study, miR-370 expressed higher in LD group which influence on oxidation of fatty acids and synthesis of TG [21]. Our findings indicated that the differential expression of genes and miRNAs might contribute to lipid metabolism and fat deposition in pigs.

## Supplementary Data

## Figures and Tables

**Figure 1:**
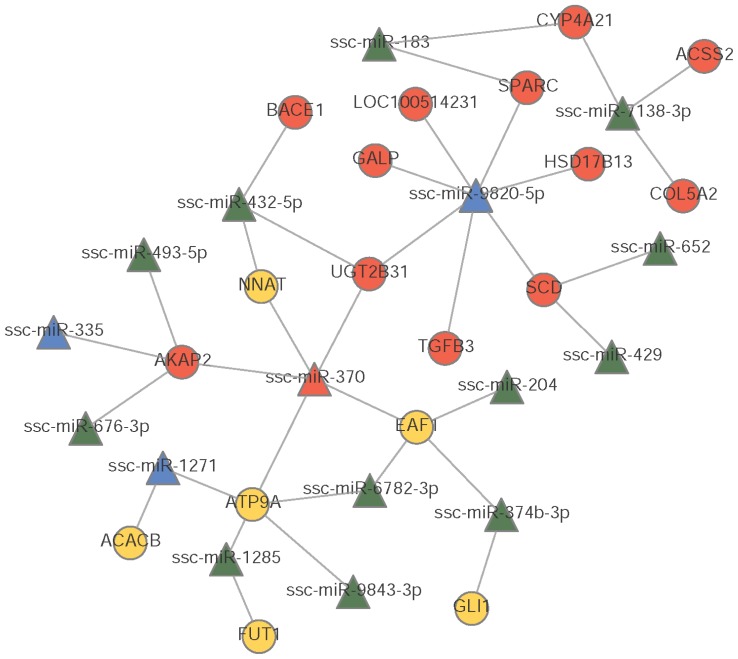
Interaction networks of differentially expressed miRNAs (DE miRNAs) to differentially genes between Jinhua and Landrace pigs. Yellow circles indicate up-regulated genes. Red circles indicate down-regulated genes. Blue triangles indicate up-regulated miRNAs. Green triangles indicate down-regulated miRNAs. Straight lines indicate interaction relationships.

**Figure 2:**
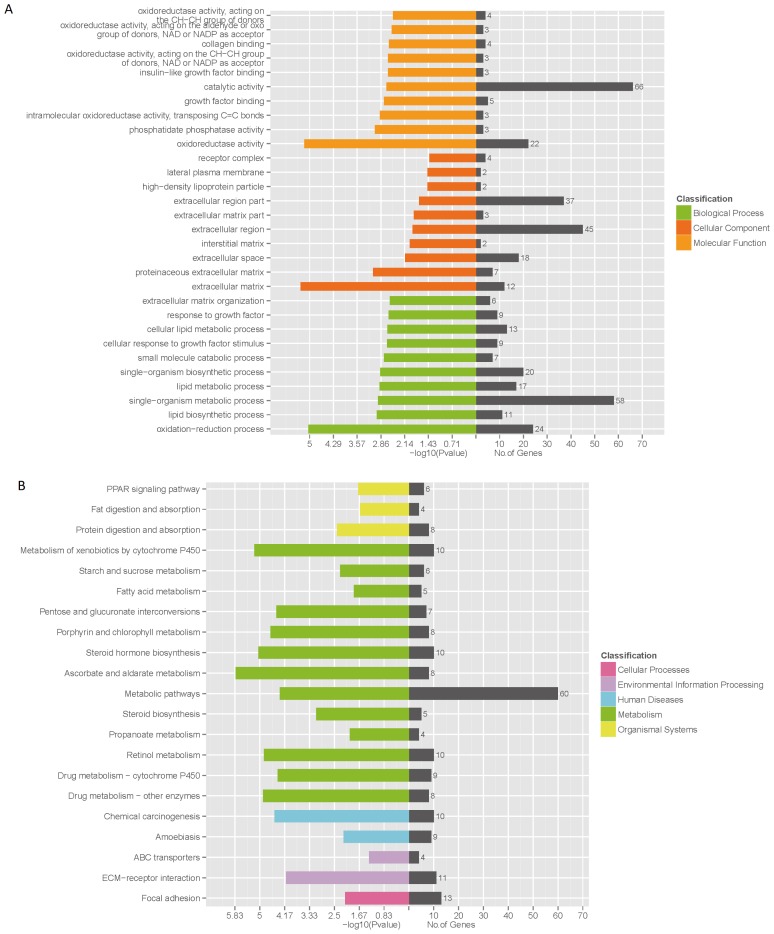
Bioinformatics analysis of differentially expressed genes (DEGs) by KOBAS 2.0. (A) Gene ontology enrichment analysis of DEGs and (B) Kyoto encyclopedia of genes and genomes pathway analysis of DEGs.

**Figure 3:**
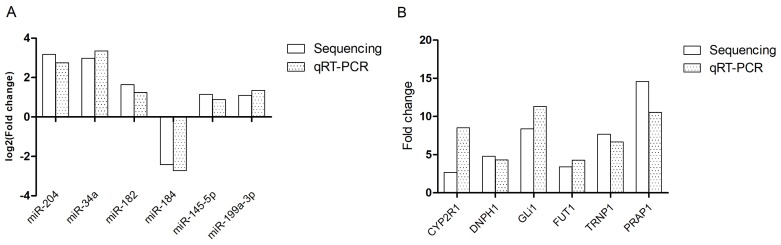
Validation of the RNA-seq data by quantitative real-time polymerase chain reaction. Six miRNAs (A) and six mRNAs (B) were randomly selected from each analysis group with three biological replicates.

**Table 1:** Metabolic and endocrine parameters in the Jinhua and Landrace pig breeds.

Items	Jinhua	Landrace	p-value
Body weight (kg)	8.87±0.09	14.03±0.12	0.000
Liver weight (g)	181.27±3.23	321.13±2.56	0.000
Liver index (g/kg)	20.82±0.62	22.17±0.02	0.064
Serum insulin (mIU/L)	4.23±0.20	8.12±0.14	0.000
Serum glucose (mmol/L)	7.21±0.14	7.64±0.14	0.092
Serum total thyroxine level (nmol/L)	1.15±0.02	1.26±0.01	0.020
Serum total triiodothyronine level (nmol/L)	43.22±3.58	69.47±7.07	0.030
Serum TG (mmol/L)	0.50±0.00	0.49±0.00	0.101
Serum TCH (mmol/L)	3.46±0.04	2.49±0.10	0.001
Serum HDLC (mmol/L)	0.77±0.02	0.86±0.04	0.103
Serum LDLC (mmol/L)	1.94±0.05	1.25±0.00	0.000

TG, triglyceride; TCH, total cholesterol; HDLC, high density lipoprotein cholesterol; LDLC, low density lipoprotein cholesterol.

All data were expressed as mean±standard error of the mean and p<0.05 was considered significant.

## References

[1] Miller ER, Ullrey DE (1987). The pig as a model for human nutrition. Annu Rev Nutr.

[2] Ting W, Zhenhai Z, Zhangqin Y (2013). Distinctive genes determine different intramuscular fat and muscle fiber ratios of the *longissimus dorsi* muscles in Jinhua and landrace pigs. PLoS One.

[3] Chen P, Baas TJ, Mabry JW, Koehler KJ (2003). Genetic correlations between lean growth and litter traits in U.S. Yorkshire, Duroc, Hampshire, and Landrace pigs. J Anim Sci.

[4] Mckenna LB, Schug J, Vourekas A (2010). MicroRNAs control intestinal epithelial differentiation, architecture, and barrier function. Gastroenterology.

[5] Meng SX, Yi-Yang HU, Feng Q (2014). Application of microRNA in prevention and treatment of nonalcoholic fatty liver disease with traditional Chinese medicine. Chin J Tradit Chin Med Pharm.

[6] Christine E, Scott D, Murray SF (2006). miR-122 regulation of lipid metabolism revealed by *in vivo* antisense targeting. Cell Metab.

[7] Sharda T, Kalpana G (2015). miR-122 is a unique molecule with great potential in diagnosis, prognosis of liver disease, and therapy both as miRNA mimic and antimir. Curr Gene Ther.

[8] Peng Y, Xiang H, Chen C (2013). MiR-224 impairs adipocyte early differentiation and regulates fatty acid metabolism. Int J Biochem Cell B.

[9] Eun Kyung L, Jeong LM, Kotb A (2011). miR-130 suppresses adipogenesis by inhibiting peroxisome proliferator-activated receptor gamma expression. Mol Cell Biol.

[10] Qun L, Zhanguo G, Alarcon RM, Jianping Y, Zhong Y (2009). A role of *miR*-27 in the regulation of adipogenesis. FEBS J.

[11] Spurlock ME, Gabler NK (2008). The development of porcine models of obesity and the metabolic syndrome. J Nutr.

[12] Shen Y, Mao H, Huang M (2016). Long noncoding RNA and mRNA expression profiles in the thyroid gland of two phenotypically extreme pig breeds using ribo-zero RNA sequencing. Genes.

[13] Xuguang Z, Sheue-Yann C (2010). New insights into regulation of lipid metabolism by thyroid hormone. Curr Opin Endocrinol Diabetes Obes.

[14] Etherton TD, Louveau I, SøRensen MT, Chaudhuri S (1993). Mechanisms by which somatotropin decreases adipose tissue growth. Am J Clin Nutr.

[15] Uygun A, Kadayifci A, Yesilova Z (2000). Serum leptin levels in patients with nonalcoholic steatohepatitis. Am J Gastroenterol.

[16] Chegary M, Ht B, Ruiter JP (2009). Mitochondrial long chain fatty acid β-oxidation in man and mouse. Biochim Biophys Acta.

[17] Newberry EP, Xie Y, Kennedy SM, Luo J, Davidson NO (2006). Protection against Western diet-induced obesity and hepatic steatosis in liver fatty acid-binding protein knockout mice. Hepatology.

[18] Wong WM, Gerry AB, Putt W (2007). Common variants of apolipoprotein A-IV differ in their ability to inhibit low density lipoprotein oxidation. Atherosclerosis.

[19] Rafael K, Moeller MJ (2011). The next level of complexity: post-transcriptional regulation by microRNAs. Kidney Int.

[20] Pan S, Zheng Y, Zhao R, Yang X (2013). MicroRNA-130b and microRNA-374b mediate the effect of maternal dietary protein on offspring lipid metabolism in meishan pigs. Br J Nutr.

[21] Dimitrios I, Konstantinos D, Yaeko H, Goldberg IJ, Zannis VI (2010). MicroRNA-370 controls the expression of microRNA-122 and Cpt1alpha and affects lipid metabolism. J Lipid Res.

[22] Kang MH, Zhang LH, Wijesekara N (2013). Regulation of ABCA1 Protein Expression and Function in Hepatic and Pancreatic Islet Cells by miR-145. Arterioscler Thromb Vasc Biol.

[23] Ting F, Sunmi S, Sunge C (2014). MicroRNA 34a inhibits beige and brown fat formation in obesity in part by suppressing adipocyte fibroblast growth factor 21 signaling and SIRT1 function. Mol Cell Biol.

[24] Jian Huang LZ, Xing Lianping, Chen Di (2010). MicroRNA-204 regulates Runx2 protein expression and mesenchymal progenitor cell differentiation. Stem Cells.

[25] Jing-Xia L, Dawei Z, Xunwei X (2013). Eaf1 and Eaf2 negatively regulate canonical Wnt/β-catenin signaling. Development.

[26] Xiao L, Li H, Yang G (2008). Sequential expression of Wnt/β-catenin signal pathway related genes and adipocyte transcription factors during porcine adipose tissue development. Chin J Biotechnol.

[27] Suh JM, Gao X, Mckay J, Mckay R, Salo Z, Graff JM (2006). Hedgehog signaling plays a conserved role in inhibiting fat formation. Cell Metab.

[28] Riancho JA, Vázquez L, García-Pérez MA (2011). Association of ACACB polymorphisms with obesity and diabetes. Mol Genet Metab.

[29] Zappaterra M, Deserti M, Mazza R, Braglia S, Zambonelli P, Davoli R (2016). A gene and protein expression study on four porcine genes related to intramuscular fat deposition. Meat Sci.

[30] Yongdong P, Shulong Y, Huanan L, Hong X, Jian P, Siwen J (2014). MicroRNAs: emerging roles in adipogenesis and obesity. Cell Signal.

How the deposited data were processed for this re-analysis (not part of the article)

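Liver samples of 3 JH and 3 LD pigs, uncastrated males of 70 days of age, gave 1 small RNA library and 1 mRNA library per pig. Each library was assigned to its breed and replicate by its public sample label, and the paper gives the libraries the same names. JH and LD share the replicate numbers 1 to 3 in these labels. The paper's text describes no pairing of pigs across breeds, so the replicate number enters as a block only in an alternative fit.

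For mRNA, the authors filtered the 50 bp single reads, aligned them to Sus scrofa 10.2 with Tophat, counted reads per gene with gfold and deposited RPKM values, 1 column per library. For miRNA, the authors filtered the reads, annotated them against Rfam, pirnabank, miRBase and Mireap, and deposited RPM values, the reads of each miRNA scaled to the clean reads of its library. The authors tested miRNAs with edgeR and genes with DEGseq. Neither the raw reads nor tables of read numbers were used here.

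Read numbers were recovered from the values. For miRNA, the values tested in each library (182 to 192) were all whole multiples of 1 step, and the inverse of the step gave the clean reads of that library (10672375 to 13932322). For mRNA, the total that the RPKM were divided by (5744908 to 7914515 reads) and a length per gene were searched so that the 6 values of a gene became whole reads, and a gene was accepted only where a chance match was improbable. Of 19614 genes above 0, 17922 were resolved and 1692 were not. On simulated data of 2967 genes, 2875 were resolved and 98.6% of these had exact reads, and the totals of all 6 libraries were exact. Reads are not independent molecules, so read numbers describe counting error only.

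The comparison of the breeds was made in limma 3.58.1 (R 4.3.3) with lmFit and eBayes with a trend, on log2(RPKM + 0.1) for genes with an RPKM of at least 0.5 in at least 3 libraries, and on log2(RPM + 0.5) for miRNAs with an RPM of at least 1 in at least 3 libraries. DEGs were called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. DE miRNAs were called at an unadjusted p below 0.05 and an absolute log2 fold change above 1, the paper's threshold. The design set before the data were examined held a test for read counts and these tests for normalized values, and the second branch was used because no deposited file holds counts. Fold changes of mRNA are JH over LD and fold changes of miRNA are LD over JH, as in the paper. Tables were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots with matplotlib 3.10.9.

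The limma tests were tested on simulated data of the same design. Of 200 genes changed by 2 on the log2 scale among 13068 genes, 197 were called, with 12 false calls among 209. On data with no change 0 of 13028 genes were called. Of 40 changed miRNAs among 238, 40 were called with 0 false calls. The camera test picked out the raised set of 8 and no other. The genes were simulated independently of each other, so this check cannot show how camera behaves where the genes of a set vary together.

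Genes and miRNAs named in the text are those the paper names in its results, its discussion and Figures 1 and 3, and in each direction the 5 with the largest absolute log2 fold change among those past the threshold whose 3 JH values all lie on one side of the 3 LD values. Neighbours of these genes are named only with the neighbouring pairs. GAPDH, the mRNA control in the methods of the paper, was added after the results were seen. Gene sets were written by hand in advance and tested with camera, and 3 further sets were written after the DEGs had been seen. Gene families were compared with Fisher's exact test, and network pairs were read from Figure 1 by eye. Neighbouring genes were taken from the order of genes in the RefSeq annotation of assembly Sscrofa11.1, which placed 10497 of 12993 tested genes (80.8%). The files use the earlier build, so no coordinates are given.

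The alternatives were other pseudocounts, no filter on low values, quantile normalization, the ratio of breed means with no test, no fold change limit, adjusted p for miRNAs, the replicate block, limma's voom on recovered miRNA reads, and each library left out in turn. Added after the values were seen were median scaling, voom on recovered mRNA reads, a pooled test after the MARS method of DEGseq on recovered reads, whose formula was written from memory, 9 reads in place of each miRNA value of 0, the collagen count without COL4A3BP and the miRNA sets with identical profiles counted once. Single genes were also compared with two-sided exact permutation tests. The serum measures and qRT-PCR have no deposited file and were not analysed here, and target prediction and term enrichment were not repeated.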

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

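The tests of few reads and of the sum of neighbouring genes were chosen after the results were seen. The results below are genes and miRNAs that the paper does not discuss and that were higher in JH than in the LD control group, taken by the rule for the largest changes.

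The log2 fold changes of JH over LD were 7.37 for LOC102159225, 6.62 for MFSD2A, 5.43 for SLC22A2 and 5.24 for LOC100516628. The recovered reads of LOC102159225 were 70, 156 and 147 in JH and 0, 4 and 0 in LD. Those of MFSD2A were 1093, 714 and 707 in JH and 1, 1 and 108 in LD, those of SLC22A2 were 237, 70 and 58 in JH and 0, 0 and 1 in LD, and those of LOC100516628 were 457, 1091 and 1553 in JH and 27, 18 and 32 in LD. Chance at low read numbers was tested with voom, which weights values by their reads, and all 4 genes stayed past the threshold, so few reads do not account for the group. MFSD2A depended on single libraries, since it stayed a DEG in 2 of the 6 fits that left out 1 library, while LOC102159225, SLC22A2 and LOC100516628 stayed DEGs in all 6. Under quantile normalization, which was set before the data were examined, all 4 stayed past the threshold, with log2 fold changes of 7.37, 6.74, 5.44 and 5.25. A mislabelled library is not apparent, since the correlation of libraries across genes was between 0.939 and 0.953 within a breed and between 0.896 and 0.924 across breeds. A difference of the breeds from the reference sequence, and a batch shared by all pigs of a breed, were not testable without reads or dates. Breed and any such batch cannot be told apart, so a biological difference between the breeds remains a hypothesis for these genes.

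LOC100516628 lies next to UGT2B31 among the tested genes of the annotation, and UGT2B31 changed the other way, with recovered reads of 5, 10 and 6 in JH and 539, 843 and 1304 in LD. If reads are assigned to a different one of the neighbouring genes in each breed, their sum would differ less than either gene. The summed RPKM was 76.0 ± 32.6 (SD, n = 3) in JH and 47.8 ± 18.1 (SD, n = 3) in LD, a log2 ratio of 0.669 (exact permutation test, two-sided, p = 0.3). The pattern cannot be told apart from reads that change between related genes, since the genes were picked for their opposite changes and the reads were not examined.

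The log2 fold changes of JH over LD were 1.49 for ssc-miR-29b and 1.16 for ssc-miR-365-5p. With voom on recovered reads ssc-miR-29b kept its call (unadjusted p = 0.000271 from limma), and its reads were 584, 444 and 265 in JH and 171, 125 and 194 in LD. It was called in all 6 fits that left out 1 library. No biological explanation was tested for it. For ssc-miR-365-5p the unadjusted p with voom was 0.06, so the call may rest on few reads, which were 26, 14 and 23 in JH and 11, 13 and 0 in LD. Its adjusted p was 0.136, with the replicate block its unadjusted p was 0.0771, and it was called in 3 of the 6 fits that left out 1 library. It was also not called with a pseudocount of 0.1 or 5 or with 9 reads in place of 0.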

How the results depend on the processing

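The alternatives were set before the data were examined, apart from median scaling, voom and the MARS test on recovered mRNA reads, 9 reads in place of a miRNA value of 0, the collagen count without COL4A3BP and identical miRNA profiles counted once, which were added after the values were seen. The cause of the changes below was not tested unless one is named.

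The number of DEGs was 310, 133 higher and 177 lower in JH. With a pseudocount of 0.01 it was 199 (83 higher and 116 lower), with no filter on low values 200 (76 higher), with the ratio of breed means and no test 1714 (721 higher and 993 lower), and with the MARS test on pooled reads 2201 (861 higher and 1340 lower). On simulated data with 200 changed genes, the MARS test called 332 genes, of which 132 were false. Across the 6 fits that each left out 1 library, the number of DEGs ranged from 79 to 406, those higher in JH from 41 to 176 and those lower in JH from 38 to 230. The other alternatives stayed within 1.5 times of 310, and these were a pseudocount of 1 with 340, quantile normalization with 398, the replicate block with 253, median scaling with 384 and voom with 412. The fold change limit removed no gene.

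The number of DE miRNAs was 30, 25 higher in LD and 5 higher in JH. With a pseudocount of 5 it was 14 (12 higher in LD and 2 higher in JH). Quantile normalization gave 12 higher in LD and 8 higher in JH, and median scaling gave 10 and 10. With adjusted p, 2 were higher in JH. Without one library at a time, the DE miRNAs higher in JH ranged from 3 to 5. The excess of DE miRNAs higher in LD shrank under quantile normalization, set before the data were examined, and was gone under median scaling. The median log2 fold change of JH over LD of all miRNAs was -0.30. It moved to 0.06 under quantile normalization and to 0.09 under median scaling. Both remove a common shift of any cause.

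The number of expressed genes was 19614, and 11341 with an RPKM of at least 1 in at least 3 libraries. With no filter on miRNAs, 20 of 34 network pairs in place of 10 of 16 had opposite changes, since more pairs could be tested. With the inter-gene correlation estimated from the data, 0 of the gene sets and 0 of the miRNA sets passed in place of 5 and 2. In this estimate the adjusted p of the gene sets was between 0.105 and 0.662. With members above the median expression, 1 miRNA set passed, and 1 to 2 passed without one library at a time. The odds ratio of collagen genes among DEGs was 17.95, 19.45 without COL4A3BP, from 6.74 to 32.1 without one library at a time, and Fisher's exact test no longer passed without LD replicate 1 or LD replicate 2.

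Directions reversed in the following results. Without one library at a time, the mean log2 fold change of JH over LD ranged from -0.26 to 0.069 for acute phase genes, from -0.64 to 0.062 for immediate early genes and from -0.0397 to 1.30 for interferon genes, where leaving out JH2 gave the lowest value. The log2 fold change of SIRT1 ranged from -0.055 to 0.18. As LD over JH, that of ssc-miR-122 ranged from -0.21 to 0.25, that of ssc-miR-192 from -0.12 to 0.085 and that of ssc-miR-101 from -0.13 to 0.024. None of these passed a threshold as reported except the interferon set. That of ssc-miR-26a was 0.18 and -0.21 under median scaling, and that of ssc-let-7f was 0.27, -0.24 under quantile normalization and -0.12 under median scaling.

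Of 575 values of 36 single genes under the alternatives, 452 kept their direction and their side of the threshold, 97 fell below it, 24 passed it and 2 reversed. Of 435 values of 29 miRNAs, 384 kept both, 38 fell below the threshold, 1 passed it and 12 reversed. Of 92 values of 10 sets, 76 kept both. A gene at 0 in all libraries of a breed, LOC102163638, has no ratio of means.

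Depth limits the low miRNAs, since values under 10 reads are listed as 0. With 9 reads in place of 0, 27 miRNAs were called, all of them among the 30, and 3 of the 6 DE miRNAs with a value of 0 were lost. The planned count tests and their normalizations were not run, because the deposited values are RPKM and RPM.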

Differences from the paper's values

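The paper reports 467 DEGs, and 310 were called here. Of the alternatives set before the data were examined, a pseudocount of 1 (340), quantile normalization (398) and the fit without JH replicate 3 (406) came within 1.5 times of the paper's value. The remaining ones did not, which were a pseudocount of 0.01 (199), no filter (200), the ratio of breed means (1714), no fold change limit (310), the replicate block (253) and the other fits without one library (79 to 164). Median scaling (384) and voom on recovered reads (412), both chosen after seeing the values, also came within 1.5 times, and the MARS test on recovered reads (2201), also chosen after seeing the values, did not.

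The paper reports 295 DEGs lower in JH, and 177 were called here. Of the alternatives set before the data were examined, quantile normalization (222) and the fit without JH replicate 3 (230) came within 1.5 times of the paper's value, and a pseudocount of 1 (194), a pseudocount of 0.01 (116), no filter (124), the ratio of breed means (993), no fold change limit (177), the replicate block (139) and the other fits without one library (38 to 107) did not. Median scaling (209) and voom on recovered reads (242), both chosen after seeing the values, also came within 1.5 times, and the MARS test on recovered reads (1340), also chosen after seeing the values, did not.

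The paper reports 8 DE miRNAs lower in LD, and 5 were called here. Of the alternatives set before the data were examined, quantile normalization gave 8. The others gave between 2 and 5 and did not come within 1.5 times. Median scaling, chosen after seeing the values, gave 10.

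The paper reports 10336505, 13257423, 14152632, 12279562, 14087098 and 13845560 clean reads in JH1, JH2, JH3, LD1, LD2 and LD3. The totals behind the deposited RPKM were 5744908, 7757535, 7736802, 7100535, 7894138 and 7914515. The paper does not state which reads its RPKM were divided by. The totals and the clean reads therefore need not count the same reads, and the difference does not contradict the paper's read numbers. No alternative applies to these totals.

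The paper states that ssc-miR-425-3p has the highest expression among the miRNAs lower in LD. Here it was not called (log2 fold change of LD over JH -0.70, adjusted p = 0.377 from limma) and was called in 1 of the 6 fits that left out 1 library, and ssc-miR-29b was the highest. Figure 1 draws CYP4A21, COL5A2, HSD17B13, TGFB3, BACE1 and NNAT as DEGs. Here their adjusted p from limma was 0.0614, 0.0577, 0.0754, 0.13, 0.143 and 0.066, and they were not called. Of the alternatives set before the data were examined, the ratio of breed means with no test took in all 6, quantile normalization called HSD17B13 and NNAT, a pseudocount of 1 called NNAT, the fit without JH replicate 2 called HSD17B13, and the fit without JH replicate 3 called CYP4A21 and HSD17B13. Of those chosen after seeing the values, the MARS test called all 6, voom called all but BACE1, and median scaling called NNAT. Figure 1 also draws ssc-miR-7138-3p, ssc-miR-9820-5p, ssc-miR-652, ssc-miR-432-5p, ssc-miR-493-5p, ssc-miR-1271 and ssc-miR-1285 as DE miRNAs. Here each was listed at 0 in 4 of the 6 libraries, which left them out of the test. Figure 1 joins CYP4A21 and SPARC to ssc-miR-183, SCD to ssc-miR-429, UGT2B31 and AKAP2 to ssc-miR-370, and AKAP2 to ssc-miR-676-3p, and here the gene and the miRNA of these 6 pairs changed in the same direction.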

Other observations

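The tests of median scaling, of 9 reads in place of 0, of neighbouring genes, of identical miRNA profiles, of the added gene sets and of the gene sets under other splits were chosen after the results were seen. The remaining tests were chosen before.

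Of the 10 splits of the 6 mRNA libraries into 3 and 3, 1 gave as many DEGs as the breeds, which is the split by breed with 310. The other splits gave between 0 and 1 DEGs, with between 207 and 1653 genes at an unadjusted p under 0.05 against 2321. Likewise 1 of the 10 splits gave as many DE miRNAs as the breeds, 30, and the others gave between 0 and 7. Of the 4 splits that part all 3 same-numbered pairs, as the breeds do, 1 reached each of these numbers, and the other 6 splits part 1 such pair. For gene sets, 4 of the 10 splits gave at least 5 sets past the threshold, and 2 of the 4 that part all same-numbered pairs, so the number of sets does not set the breeds apart. A design of 3 against 3 cannot give a share below 0.1.

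Stromal genes were lower in JH. Of 23 listed genes, 23 were lower, with a mean log2 fold change of -1.31 (adjusted p = 1.2e-12 from limma's camera, 0.105 with estimated correlation), and the mean z-score was lower in each JH pig than in each LD pig (exact permutation p = 0.1). Of 16 listed names of stromal miRNAs, which hold 15 distinct profiles, 16 were lower in JH, with a mean log2 fold change of -0.79 (adjusted p = 0.00179 from limma's camera, 0.125 with estimated correlation, and 0.00206 with identical profiles counted once). A candidate explanation is a smaller share of stromal cells in the JH tissue, but its relation within a breed rests on 3 pigs and was not testable, so a change of expression within cells cannot be told apart from it. The collagen genes among the DEGs belong to the same pattern.

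Blood left in the tissue was tested with erythroid markers. The 3 erythroid genes were lower in JH, with a mean log2 fold change of -1.34 (adjusted p = 0.00577 from limma's camera, 0.188 with estimated correlation), and 1 of them was a DEG. Their mean z-score was lower in each JH pig than in each LD pig (exact permutation p = 0.1). Of 5 erythroid miRNAs 4 were higher in JH and 1 was lower, with a mean log2 fold change of 0.304 (adjusted p = 0.0116 from limma's camera, 0.125 with estimated correlation). Their mean z-score was 0.828 in JH1, -0.0262 in JH2 and -0.138 in JH3, against -0.683, -0.0455 and 0.0645 in LD (exact permutation p = 0.5). The genes and miRNAs did not share a direction, but the miRNA scores of the breeds overlapped, so less blood in the JH tissue is left open. Handling at slaughter was tested with immediate early genes, which did not pass as a set (adjusted p = 0.267 from limma's camera). Of the 9 genes 1 was a DEG, and without JH replicate 1 the set passed, with a mean log2 fold change of -0.64 (adjusted p = 0.0369), so handling is left open. Interferon genes had a mean log2 fold change of 0.82 (adjusted p = 0.0329 from limma's camera), with a mean z-score of 1.69 in JH2 and values between -1.08 and 0.28 in the other pigs. Without JH2 the mean log2 fold change was -0.0397. The set also did not pass without LD2 (mean log2 fold change 0.36, adjusted p = 0.612) or with the replicate block (adjusted p = 0.0966). The result rested on single pigs, and an infection could not be told apart from other causes.

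The paper reports higher serum cholesterol in JH. Lower cholesterol synthesis in the liver by feedback was a hypothesis set in advance. The cholesterol synthesis genes were lower in JH (adjusted p = 6.91e-08 from limma's camera), but not past the threshold with estimated correlation, so the test leaves this open. The paper reports lower serum thyroid hormones in JH. Of 7 listed thyroid responsive genes 5 were lower in JH, with a mean log2 fold change of -0.41 (adjusted p = 0.248 from limma's camera), and the mean z-score was lower in each JH pig than in each LD pig, so that test also leaves the question open.

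The genes APOA4, FGF21, CPT1A and ACADL were higher in JH and fatty acid synthesis genes were lower. A longer time since the last meal in JH pigs could give this pattern. Of 16 further genes listed under fatty acid oxidation 12 were higher in JH, with a mean log2 fold change of 0.67 (adjusted p = 0.0105 from limma's camera). This list is wider than the enzymes of oxidation. It also holds PLIN2, ANGPTL4, CREB3L3 and VNN1, with log2 fold changes of 2.04, 1.45, 1.02 and 0.99, and PDK4 with -0.67. Of 8 gluconeogenesis genes 6 were higher, with a mean of 0.71. Both sets had an adjusted p of 0.409 with estimated correlation. The time of feeding is not recorded in the sample labels, so feeding cannot be told apart from breed.

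Most DE miRNAs were higher in LD. With each library shifted to the same median, 10 were higher in LD and 10 in JH, but this scaling removes an overall shift of any cause. It cannot tell whether the excess comes from a few abundant miRNAs that take a larger share of the JH reads. The share of ssc-miR-148a-3p in the miRNA reads was between 26.9% and 40.3% in JH and between 19.9% and 26.8% in LD. For DEGs, ribosomal RNA reads were high in JH3 and LD3, and 296 of the 310 DEGs remained after median scaling. Dilution would move all other genes of a library alike, and this scaling undoes such a move. The median log2 fold change of JH over LD across the tested genes went from 0.0374 to 0.0261. The smallest absolute log2 fold change among the 310 DEGs was 1.08. These values argue against dilution by these reads as the account of the 296 DEGs that remained. With 9 reads in place of 0, 27 of the 30 DE miRNAs remained, but only 6 of the 30 have a value of 0 and can move. Of these 6, 3 remained, so the test leaves open whether the minimum of 10 reads accounts for their calls.

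DEGs lay next to each other in the annotation more often than random genes. Of 238 placed DEGs, 23 neighbouring pairs changed in the same direction, against a mean of 2.73 and at most 11 in 10000 random sets (one-sided permutation p = 0.0001, the smallest they can give). The pairs with a gene that the paper names were FUT1 with FGF21, INHBE with GLI1, APOA5 with APOA4, LOC100515741 with UGT2B31 and LOC102165594 with LOC100514231. Chance order of the genes is thereby unlikely. In 8 of the 23 pairs both genes have symbols that differ in their first letters, against a mean of 1.94 in random sets (one-sided permutation p = 0.0011), so reads shared between copies of one family are an unlikely account of these 8. In 14 other pairs a gene has no symbol, and shared reads are left open there. Shared regulation and overlapping genes were not tested. A row of neighbouring metallothionein genes was higher in JH. A response to glucocorticoids was tested as an explanation with 9 other listed genes, and the set did not differ (adjusted p = 0.962 from limma's camera). Its members went both ways, with 6 of the 9 higher in JH and a mean log2 fold change of 0.17. FKBP5 had the largest increase (1.74, adjusted p = 0.0919 from limma), and GLUL was a DEG lower in JH (-1.39). A mean over such members cannot decide, so this response is left open.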
